A study of Mus musculus with 2 samples. Its data were reported in "Zfp335 establishes eTreg lineage and neonatal immune tolerance by targeting Hadha-mediated fatty acid oxidation" (2023).

How the data were processed

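ChIP-Seq maps where a protein sits on DNA by sequencing the DNA pulled down with an antibody to it, and Input is the same chromatin without pull-down. CD4+CD25+ Tregs were sorted from lymph nodes of WT C57BL/6 mice, and 1 Ip and 1 Input library were made from them. The methods name an anti-Zfp335 antibody, while the labels describe histone-DNA complexes and name no target. The text follows the methods. The libraries were paired-end. The authors trimmed reads with Trimmomatic 0.36, aligned them to GRCm38 (mm10) with STAR 2.5.3 at default settings, and called peaks of Ip over Input with MACS2 2.1.1. HOMER is also named in the submitters' processing notes. Peak calling thresholds, treatment of duplicate reads and the library totals are not given in the sources used here. STAR is a spliced aligner that by default also keeps reads with several matches, so repeats and ribosomal DNA can collect reads from many places.

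The deposited table held 1 entry per peak. The deposited fold enrichment is a ratio that the authors' peak caller computed at the summit, as pileup plus 1 over local background plus 1. The deposited p-value and its adjusted form (FDR) are also the caller's, on a linear scale. The deposited pileup is a signal in whole fragments at the summit, with no scaling to a depth stated. The deposited length and distance to the TSS are other values, in bases. Checked on the file, the highest p listed was 0.00971 and the shortest peak was 297 bases, the length of 47.0% of peaks. Adding 1 pulls the fold of low peaks toward 1.

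Peak numbers ran to 66935, of which 33241 were listed. Neighboring listed peaks of the same gene had consecutive numbers in 99.98% of 19573 pairs, and 99.7% of promoter peaks overlapped their annotated transcript. The list therefore held peaks at genes, and peaks elsewhere were not used here. As a share of all numbered peaks, promoter peaks made up 14.3%. The deposited distance equaled midpoint minus TSS of the annotated transcript in GENCODE M21 exactly in 91.5% of 33183 peaks, so the build and annotation matched. The promoter-TSS class ran from -919 to 2000 bases.

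Depth was estimated from the list, since no read totals were used. The lowest background implied by pileup and fold, 0.329 fragments per position and shared by 58.6% of peaks (within 1e-04), was taken as the genome-wide mean. With 297 bases as fragment length and a summed chromosome length of 2.73e+09 bases, this gives an estimated 3.02e+06 fragments. The estimate assumes that pileups were not scaled and that the shortest peak gives the fragment length. It also assumes that the caller averaged its background over the full summed chromosome length, and a smaller genome size would lower it. It counts fragments left after any removal of duplicates. A peak of 3 fragments has a 95% Poisson interval of 0.619 to 8.77, so low peaks are imprecise.

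Groups came from the sample titles. With 1 library per group, no test of Ip against Input was made, and all tests describe this peak list. Gene symbols were matched to GENCODE M21 for 32480 peaks, through the transcript for 749, and 12 stayed unmatched. The background was 21938 protein-coding genes. Before the data were examined, 21 gene lists were fixed and each was tested with a two-sided Fisher exact test and Benjamini-Hochberg adjustment, with odds ratios and 95% Wald intervals (Haldane-corrected where a count was 0). The lists were the study's 5 candidates, 4 earlier targets, fatty acid oxidation, oxidative phosphorylation, TCA cycle, glycolysis, PI3K/Akt/mTOR, Treg signature, T helper, TCR signaling, H3K4 methyltransferase complex, mitochondrial and cytosolic ribosome, tRNA synthetases, cell cycle, and markers of B cells, myeloid cells, CD8 and NK cells, neurons, liver and olfactory or vomeronasal receptors. The study's candidates had an odds ratio of 6.56 (0.733 to 58.7, Fisher exact adjusted p = 0.0943) and the earlier targets 1.64 (0.231 to 11.6, adjusted p = 0.669).

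Random placement drew positions in annotated transcripts 100000 times and counted those from 1000 bases upstream to 2000 bases downstream of any TSS. Strength was compared by a permutation test of mean ranks. A comparison of promoter peaks with intergenic peaks was planned, but with peaks at genes only it was replaced by intron peaks. For k-mers of 6 to 8 bases, on both strands, presence in the central 101 bases was compared with flanks starting 50 bases outside the peak edges by Fisher exact tests, for k-mers found at least 20 times. The logistic model held CpG observed over expected, GC content and their squares over 500 bases on each side of the TSS, available for 99.6% of genes. Gene names only, no values, were taken from the study's lists of genes changed in Zfp335-deficient Tregs.

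Genes were named by a rule set before the data were examined: the 5 candidates, the earlier targets, Zfp335 and Foxp3; the 10 genes with the strongest promoter peaks by fold; at most 3 members per list with the strongest promoter peaks; and the 5 strongest peaks outside promoters. Phf14, Gm43137, Ppp1r3fos, the 8-mers, the gene families and the genes of very high pileup were named after their values were seen. The peak of 1 earlier target is not reported here. Alternatives changed the peak threshold, promoter window, peak width, chromosomes, background, gene assignment, strength measure and k-mer control. Thresholds at an adjusted p of 0.05 and at 5 fragments were added after seeing the data.

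Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6, pysam 0.24.0 and matplotlib 3.10.9. The tests were tried on simulated data. With 21938 genes, 98.5% of simulated 50-gene lists at an odds ratio of 4 were called and 1.50% of those at 1, by Fisher exact test. Smaller lists, odds ratios between these values and the power of the model with sequence terms were not simulated. Simulated random positions gave a ratio of 1.01 in the placement test.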

Results

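To find where Zfp335, a zinc finger transcription factor, sits on chromatin in regulatory T cells (Tregs), the study performed ChIP-Seq in CD4+CD25+ Tregs sorted from the lymph nodes of WT C57BL/6 mice. There was 1 library of DNA pulled down with an anti-Zfp335 antibody (Ip) and 1 library of Input DNA, with no replicates. The antibody is named in the methods of the study, whereas the sample labels name no target and speak of complexes of histones and DNA. Peaks are called Zfp335 peaks below after the methods, and the list alone cannot show which protein was pulled down. The deposited data were 1 list of 33241 peaks that the authors called in Ip over Input, each lying in or at a gene. All fold values, p-values and pileups of peaks below are the authors' values for this list. Pileup is the number of DNA fragments stacked at the peak summit. Depth was not given as read totals. The lowest background implied by the fold values was 0.329 fragments per position. This corresponds to an estimated 3.02e+06 fragments if pileups were not scaled and the background was averaged over the full summed chromosome length. The estimate counts the fragments left after any removal of duplicate reads, which is not given in the sources used here. The median peak held 3 fragments. Without replicates, intervals given for pileups and shares cover counting error only.

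Zfp335 peaks gathered at promoters. Of the 33241 listed peaks, 9553 lay in the promoter-TSS class (28.7%, exact 95% interval 28.3 to 29.2), 20826 in introns (62.7%), 2463 in exons (7.41%) and 399 at transcript ends (1.20%). Promoter peaks lay close to the transcription start site (TSS), with 75.2% of their midpoints within 500 bases. Among the listed nuclear peaks with a midpoint inside a transcript, 38.9% were near a TSS, compared with 14.7% of random positions in genes, a ratio of 2.65 (random placement test, n = 31744 peaks, two-sided p = 2e-05, the smallest that 100000 placements can give). Promoter peaks named 8315 of 21938 protein-coding genes (37.9%).

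The promoter share depended on how many fragments a peak held. Only 5.42% of peaks with 2 fragments and 8.33% of those with 3 were promoter peaks, compared with 42.5% of peaks with 5 fragments and 88.5% of those with 10 to 12. The share was lower again, 39.6% (25.8 to 54.7), among the 48 peaks with 20 fragments or more. At an adjusted p under 0.05, 12516 peaks were left, of which 57.6% were promoter peaks. This stricter threshold was chosen after the data were examined.

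**Figure D1:**
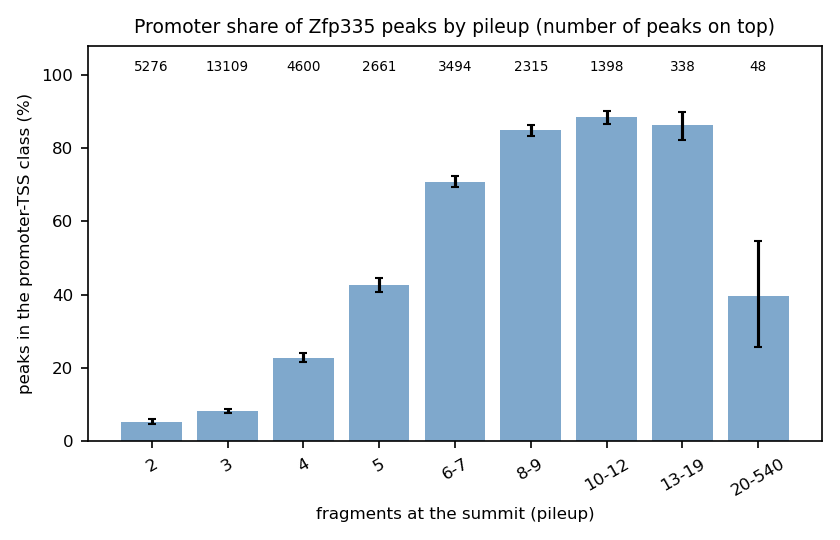
Percentage of nuclear Zfp335 peaks in the promoter-TSS class (y axis) by the number of fragments at the summit (x axis). Bars are shares with exact 95% binomial intervals and the number of peaks stands on top; the share went from 5.42% at 2 fragments to 88.5% at 10 to 12 fragments.

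The study had picked 5 metabolic genes as possible direct targets, and 4 of them had a promoter peak. Hadha, an enzyme of mitochondrial fatty acid β-oxidation, had the strongest. The Hadha peak (chromosome 5, 30154646 to 30155696, GRCm38) spanned the gene start and exon 1 of ENSMUST00000156859, with its midpoint 9 bases upstream of the TSS. The list names 1 gene for each peak. It therefore cannot say whether this peak, which reaches to both sides of the gene start, belongs to Hadha alone. No promoter peak was listed under Hadhb, its partner gene in fatty acid oxidation. With 1 gene named per peak, this does not show that Hadhb lacks one. The peak named for Hadha held 9 fragments (95% Poisson interval 4.12 to 17.1), at 6.99-fold over background with an adjusted p of 3.84e-07. Its fold was at or above that of 87.9% of all promoter peaks. Actr2, which nucleates branched actin filaments, had a peak over exon 1 (chromosome 11, 20112459 to 20113232), with its midpoint 68 bases inside ENSMUST00000000137. The Actr2 peak held 10 fragments (4.80 to 18.4) at 3.91-fold, with an adjusted p of 0.0041.

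The peaks at Suclg1 and Ndufa4 were lower. Suclg1, a subunit of succinyl-CoA ligase in the TCA cycle, had a promoter peak in the coding part of exon 1 (chromosome 6, 73248537 to 73248835). The Suclg1 promoter peak held 4 fragments (1.09 to 10.2) at 3.70-fold, with an adjusted p of 0.023. A further Suclg1 peak in intron 1 held 5 fragments (adjusted p of 0.00684). Ndufa4, a subunit of the respiratory chain, had a peak in its first intron (chromosome 6, 11906860 to 11907156), with its midpoint 475 bases downstream of the start of ENSMUST00000204978. The Ndufa4 peak held 3 fragments (0.619 to 8.77) at 3.01-fold, with an adjusted p of 0.169. A higher peak lay on the other side of the Ndufa4 gene start, with its midpoint 423 bases from it, and the list named it for the divergent gene Phf14. That Phf14 peak held 6 fragments at 5.27-fold (adjusted p of 0.00019). No peak was listed for Atp5l, a subunit of ATP synthase. The nearest listed peak lay 13219 bases from its start.

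Thus 3 of the 5 genes (Hadha, Actr2 and Suclg1) had a promoter peak listed under their name at an adjusted p under 0.05. With only 3 fragments, the peak named for Ndufa4 could not be told from background at this depth, but by distance alone the Phf14 peak would also count for Ndufa4, and the list cannot say which of these divergent genes it belongs to. The study chose these 5 genes from its single-cell data. From these same libraries it then reported Zfp335 at the promoters of Actr2, Ndufa4 and Hadha. The 3 genes found here hold Suclg1 in place of Ndufa4, so the equal count does not mean the same genes. Because the libraries are the same, the count here is also not evidence independent of that report.

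**Figure D2:**
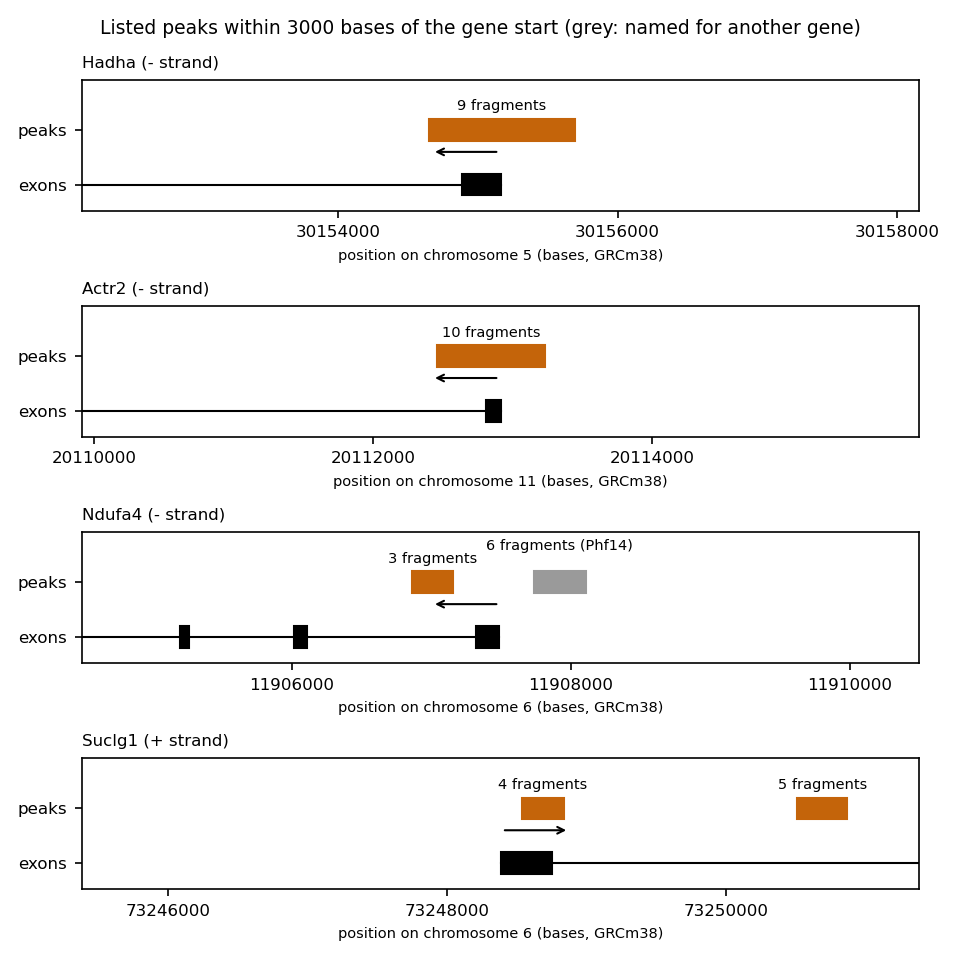
Map of Hadha, Actr2, Ndufa4 and Suclg1, each showing 3000 bases on either side of the gene start (x axis, position in bases on GRCm38). Black boxes are exons, arrows show the start and direction of transcription, orange boxes are listed peaks of the gene and the grey box is the Phf14 peak; the summits held 9 fragments at Hadha, 10 at Actr2, 3 at Ndufa4 and 4 and 5 at Suclg1.

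Some genes named as Zfp335 targets in earlier work were also looked up. Bcl6, a transcriptional repressor of T and B cells, had a promoter peak in the UTR of exon 1 (chromosome 16, 23988410 to 23989095), with 7 fragments at 5.29-fold (adjusted p of 0.00019). Tcf7, the gene of the T cell factor TCF-1, had a promoter peak of 3 fragments (adjusted p of 0.169) and 3 intron peaks, the highest with 4 fragments (adjusted p of 0.023). No peak was listed under Ankle2, but a peak named for the neighboring Gm43137 had its midpoint 72 bases from the Ankle2 start. That peak (chromosome 5, 110230642 to 110231223) held 11 fragments at 7.94-fold (adjusted p of 6.7e-09). The Zfp335 gene itself had a promoter peak (chromosome 2, 164910558 to 164912123) of 13 fragments at 7.34-fold (adjusted p of 1.87e-08). For Foxp3, the lineage factor of Tregs, no peak was listed under its name. A promoter peak named for Ppp1r3fos (chromosome X, 7573941 to 7574365) had its midpoint 5414 bases upstream of the Foxp3 TSS used here, at 7579567, yet inside the annotated span of Foxp3, which runs from 7573644 to 7595245. It held 11 fragments at 4.26-fold (adjusted p of 0.00101). Because the list holds peaks at genes, peaks outside genes near Foxp3 or Atp5l are not excluded.

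Genes of fatty acid oxidation, the TCA cycle and oxidative phosphorylation had promoter peaks more often than other protein-coding genes. Of 42 fatty acid oxidation genes, 26 had a promoter peak (61.9%, odds ratio 2.67, 95% interval 1.43 to 4.98, adjusted p = 0.00444 by two-sided Fisher exact test with Benjamini-Hochberg adjustment over 21 lists). The strongest were at Slc22a5, the carnitine transporter (12.6-fold), Acot2 (8.28-fold) and Crat (7.34-fold). The TCA cycle list also held linked enzymes such as pyruvate dehydrogenase and its kinases. Of its 34 genes, 25 had one (odds ratio 4.56, 2.13 to 9.78, Fisher exact adjusted p = 0.000141), led by Acly (10.5-fold), Pdhx (10.5-fold) and Sdha (8.28-fold). Of 96 genes of oxidative phosphorylation and its assembly, 54 had one (odds ratio 2.11, 1.41 to 3.17, Fisher exact adjusted p = 0.00078), led by Atp5e (10.5-fold), Cox6c (9.97-fold) and Ndufaf2 (9.78-fold). For glycolysis the count was 16 of 32 genes (odds ratio 1.64, 0.820 to 3.28, Fisher exact adjusted p = 0.248), with Pfkl (9.26-fold) and Pgam1 (8.28-fold) as the strongest. With promoter CpG and GC content in a logistic model, the calls of the former 3 lists ended, with odds ratios of 1.39 (0.726 to 2.66, adjusted p of 0.502) for fatty acid oxidation, 1.82 (0.840 to 3.95, adjusted p of 0.270) for the TCA cycle and 1.14 (0.743 to 1.75, adjusted p of 0.642) for oxidative phosphorylation. In this model glycolysis was at 2.11 (0.918 to 4.84, adjusted p of 0.206). The model thus does not set these 3 lists above glycolysis. With the strongest 10% of peaks alone, fatty acid oxidation (adjusted p of 0.333) and oxidative phosphorylation (adjusted p of 0.266) also missed the threshold, as did fatty acid oxidation (adjusted p of 0.135) and the TCA cycle (adjusted p of 0.155) against genes named in the list.

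Signaling genes of the PI3K/Akt/mTOR pathway had promoter peaks at 41 of 57 genes (odds ratio 4.21, 2.36 to 7.51, Fisher exact adjusted p = 1.99e-06). Prkag1 (11.05-fold), Pik3r1 (9.78-fold) and Cfl1 (8.39-fold) led this group. TCR signaling genes had 27 of 51 (odds ratio 1.85, 1.06 to 3.20, Fisher exact adjusted p = 0.0486), led by Stim1 (10.5-fold) and Jund (9.75-fold). For Treg signature genes the count was 22 of 48 (odds ratio 1.39, 0.786 to 2.45, Fisher exact adjusted p = 0.347), with Foxo3 (7.94-fold) and Bach2 (7.53-fold) as the strongest. For T helper genes it was 13 of 30 (odds ratio 1.25, 0.608 to 2.58, Fisher exact adjusted p = 0.635), with Il4ra (8.15-fold) as the strongest. The promoter CpG and GC terms ended both calls, with odds ratios of 1.97 (1.04 to 3.70, adjusted p of 0.154) for PI3K/Akt/mTOR and 1.76 (0.888 to 3.49, adjusted p of 0.246) for TCR signaling. Against genes named in the list both calls also ended (adjusted p of 0.0559 and 0.763), and the TCR call ended with peaks within 500 bases of the TSS (adjusted p of 0.638). In the logistic model with CpG and GC terms, Treg signature genes were at 2.02 (0.995 to 4.11, adjusted p of 0.181). T helper genes were at 3.16 (1.28 to 7.81, adjusted p of 0.117) there, so the model does not rank these lists below the signaling genes.

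Promoter peaks were also frequent among genes that most dividing cells use. Promoter peaks were found at 60 of 85 cytosolic ribosome genes (odds ratio 3.95, 2.48 to 6.31, Fisher exact adjusted p = 1.46e-08), 49 of 78 mitochondrial ribosome genes (odds ratio 2.78, 1.75 to 4.40, adjusted p = 3.57e-05), 22 of 34 tRNA synthetases (odds ratio 3.01, 1.49 to 6.08, adjusted p = 0.00444) and 37 of 51 cell cycle genes (odds ratio 4.34, 2.35 to 8.04, adjusted p = 3.5e-06). Examples were Rpl26 (9.78-fold), Mrpl39 (11.2-fold), Dars (8.28-fold) and Cdk2 (10.7-fold). The H3K4 methyltransferase complex, with which Zfp335 has been linked, had 18 of 21 genes (odds ratio 9.85, 2.90 to 33.4, Fisher exact adjusted p = 3.57e-05), among them Kdm6a (9.03-fold) and Wdr82 (8.08-fold). These calls ended too with the promoter CpG and GC terms, where the odds ratio was 1.78 (1.08 to 2.92, adjusted p of 0.119) for the cytosolic ribosome, 1.32 (0.824 to 2.12) for the mitochondrial ribosome, 1.45 (0.704 to 2.99) for tRNA synthetases, 1.76 (0.940 to 3.31) for cell cycle genes and 5.69 (1.37 to 23.6, adjusted p of 0.117) for the H3K4 methyltransferase complex. With the strongest 10% of peaks alone, the calls of tRNA synthetases (adjusted p of 0.343), cell cycle genes (adjusted p of 0.131) and the H3K4 complex (adjusted p of 0.102) ended, as did those of tRNA synthetases (adjusted p of 0.248) and the H3K4 complex (adjusted p of 0.135) against genes named in the list.

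Markers of other immune lineages, liver genes and sensory receptor genes had promoter peaks less often than other genes. The count was 1 of 16 for B cell markers (Pax5, 3 fragments) and 1 of 16 for CD8 and NK markers (Eomes, 4 fragments), each with an odds ratio of 0.109 (0.0144 to 0.826, Fisher exact adjusted p = 0.0142). Myeloid markers and liver genes had 4 of 24 each (odds ratio 0.327, 0.112 to 0.958, Fisher exact adjusted p = 0.0486), with Fcgr3 (6.81-fold) and Trf (6.02-fold) as the strongest. Olfactory and vomeronasal receptor genes had 38 of 1464 (odds ratio 0.0393, 0.0284 to 0.0543, Fisher exact adjusted p = 9.99e-247), with Olfr433 (4.70-fold) as the strongest. For neuronal genes it was 11 of 30 (odds ratio 0.948, 0.451 to 1.99, Fisher exact adjusted p = 1), led by Grin1 (6.02-fold). With the promoter CpG and GC terms all 5 calls of fewer peaks ended, and the direction turned for olfactory and vomeronasal receptors (odds ratio 1.72, 1.19 to 2.49), myeloid markers (1.74, 0.532 to 5.72) and liver genes (1.73, 0.546 to 5.50). The call for CD8 and NK markers also ended with peaks at an adjusted p under 0.05 (odds ratio 0.156, adjusted p of 0.0724 for the list), a threshold chosen after the data were examined, and those for B cell, CD8 and NK, myeloid and liver genes with the strongest 10% of peaks (odds ratios of 0.315 for myeloid and liver genes and, with no such peak left and a Haldane correction, 0.220 for the others, adjusted p of 0.397 to 0.458, with fewer peaks to test), as did those for CD8 and NK (adjusted p of 0.0602), myeloid (adjusted p of 0.400) and liver genes (adjusted p of 0.820) against genes named in the list.

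Thus 10 lists had promoter peaks more often and 5 less often than other genes. When promoter CpG and GC content entered a logistic model, the lists past the threshold went from 15 to 0 (statsmodels, lowest adjusted p of 0.0801), with 5 at an unadjusted p under 0.05. In that model the odds ratio for T helper genes was 3.16 (1.28 to 7.81, adjusted p of 0.117). With the strongest 10% of peaks alone, 6 lists passed, and 6 passed against genes named in the list. With any peak of the gene counted, 9 passed, and the calls of fatty acid oxidation (adjusted p of 0.0566), oxidative phosphorylation (0.233), the mitochondrial ribosome (0.105) and B cell (0.383), myeloid (0.0763) and CD8 and NK markers (0.188) ended.

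**Figure D3:**
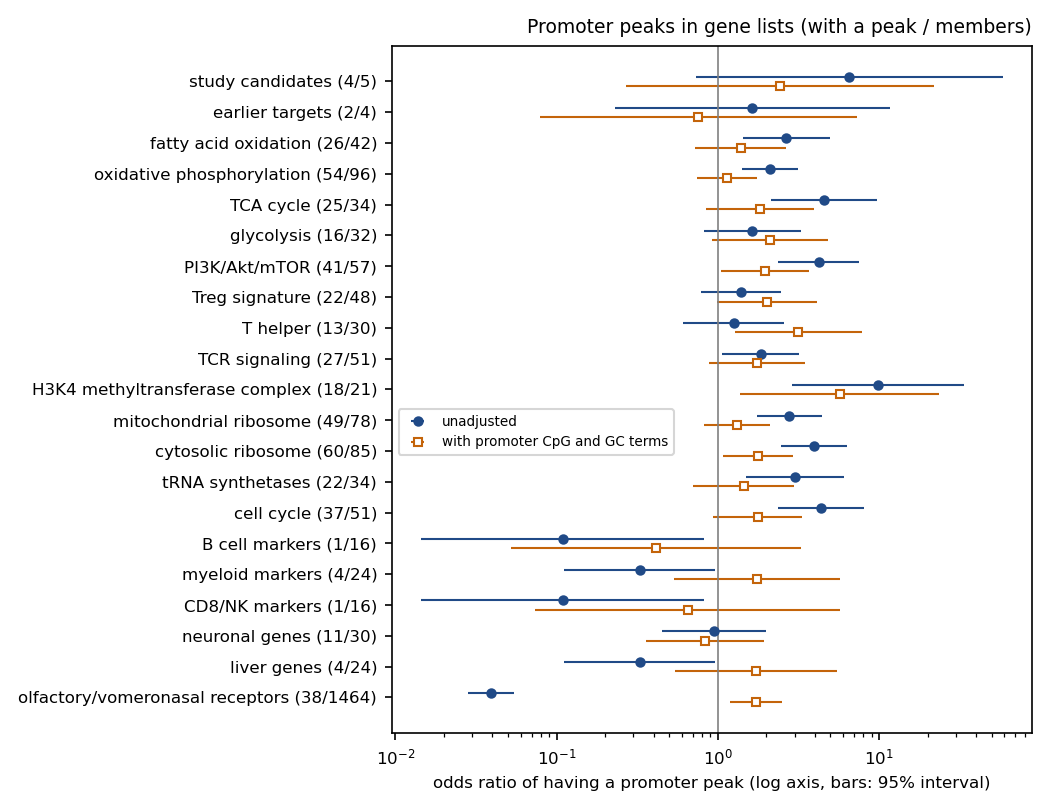
Odds ratio of having a promoter peak for each of the 21 gene lists against all other protein-coding genes (x axis, log scale), with members that have a peak and all members in parentheses. Filled circles are Fisher tables and open squares logistic models with promoter CpG and GC terms, with 95% intervals; 15 of the filled circles and 0 of the squares passed an adjusted p of 0.05.

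To relate the peaks to gene expression, the names of genes that the study listed as lower or higher in Zfp335-deficient Tregs were used. They came from bulk RNA-Seq of knockout mice, where the study attributed the changes in Treg and T helper signatures to inflammation. The lists can thus hold many indirect changes, and the comparison cannot show what binding does to expression. Genes lower in deficient Tregs had a promoter peak in 721 of 1426 cases (50.6%). Genes higher in deficient Tregs had one in 773 of 1520 cases (50.9%). No difference between the shares was detected (odds ratio 0.988, 0.855 to 1.14, p = 0.883, two-sided Fisher exact test), and the interval leaves room for a difference of either sign. Compared with all other protein-coding genes, both sets had promoter peaks more often, with an odds ratio of 1.74 (1.56 to 1.94, Fisher exact p = 9.84e-24) for lower genes and 1.77 (1.59 to 1.96, p = 2.07e-26) for higher genes. With the promoter CpG and GC terms these were 1.29 (1.14 to 1.46) and 1.21 (1.08 to 1.37). Genes called as changed have to be detected in Tregs, whereas the background was not limited to genes expressed there. This excess over all genes therefore does not tie the peaks to the change.

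The strongest promoter peak was at Hjurp, the chaperone that loads the centromeric histone CENP-A (chromosome 1, 88277080 to 88277776), with 32 fragments (21.9 to 45.2) at 15.7-fold. It was followed by Gm20632 (15.4-fold), Aatf, an apoptosis antagonist (15.1-fold), Rabep2 and RP23-228B2.3 (13.5-fold each), Ctnna3 and Slc5a6 (12.8-fold each), Slc22a5 (12.6-fold), Akirin1 (12.3-fold) and Nemp2 (12.04-fold). The Slc22a5 peak covered the UTR of exon 1 (chromosome 11, 53891076 to 53892040), with 16 fragments (9.15 to 26.0) and an adjusted p of 2.12e-18. Outside promoters, the strongest peaks lay in intron 2 of Mast3 (12.8-fold), intron 4 of Iffo2 and intron 1 of Eda (12.04-fold each), and in exon 2 of Tnip1 (11.6-fold). Among them was also a mitochondrial peak named for mt-Co3 (11.7-fold), which was 7080 bases long with its midpoint outside that transcript.

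Promoter peaks were stronger than gene body peaks. Their median enrichment was 4.52-fold (interquartile range 3.49 to 5.92), compared with 3.01-fold (2.62 to 3.01) for intron peaks. With ties split equally between both sides, the promoter peak was the stronger in 83.3% of promoter and intron peak pairs (permutation test of mean ranks with 100000 resamples, two-sided p = 1e-05, the smallest it can give). Against exon peaks, whose median was also 3.01-fold, the share of pairs was lower, 74.8%, counted the same way. An adjusted p under 0.05 was reached by 75.4% of promoter peaks, 20.6% of intron peaks and 37.9% of exon peaks. Peaks within 1 list are not replicates.

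Sequence at the centers of promoter peaks was GC-rich. In promoter peaks the central 101 bases had a mean GC content of 68.2%, compared with 55.1% in flanks outside the same peaks. Outside promoters it was 48.0%, compared with 45.1% in flanks. The 8-mer CCGCCGCC occurred in 10.2% of promoter centers and 2.95% of flanks (odds ratio 3.74, Fisher exact adjusted p = 7.73e-133). In all, 6552 of 40064 tested 6- to 8-mers were more frequent in promoter centers than in flanks, and 16271 were less frequent. Against shuffled centers with the same dinucleotides, 1572 were more and 1838 less frequent. Among the former, ACTTCCGG stood out by its ratio among the first 10 8-mers, with 1.60% of centers and 0.209% of controls (odds ratio 7.76, Fisher exact adjusted p = 5.4e-24). This 8-mer is of the kind recognized by ETS family factors.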

Values the study reported

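The study reported 3,072 differentially expressed genes in Zfp335-deficient Tregs, of which 1,580 were upregulated and 1,492 downregulated. From single-cell RNA-Seq it chose 5 metabolic genes that were lower in both resting and effector Tregs after the deletion. By ChIP-Seq it described Zfp335 at the promoters of 3 of them, Actr2, Ndufa4 and Hadha. It also reported a luciferase assay of the Hadha promoter. Raising Hadha, unlike Actr2 or Ndufa4, rescued the lowered frequency of ICOS+ effector Tregs in its experiments.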

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

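The tests of the mitochondrial peaks, of weak peaks, of broadly active genes as 1 set and of metabolic against broadly active genes were chosen only after the result was seen. The test of promoter sequence for each list was set before its result, but how it is read was changed after the value of the receptor genes was seen. A biological explanation, peaks at promoters of broadly active genes, was tested only on which genes had a promoter peak, and none for the mitochondrial and weak peaks.

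The mitochondrial genome, which belongs to no gene list, carried a signal above Input. A peak from position 9220 to 16299 stood at 11.7-fold with 159 fragments, and another from 1 to 6647 at 10.5-fold with 145 fragments. Together they covered 84.2% of the mitochondrial genome. A candidate explanation is an unequal amount of mitochondrial DNA in the Ip and Input libraries. It needs broad coverage at a like fold, and both were found, but the bound for coverage was set after these peaks were seen. Broad peaks over Input already mean an excess of mitochondrial fragments in Ip, so this check could hardly fail and does not decide the cause.

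Most listed peaks were very low, with 2 or 3 fragments in 18385 of 33241 (55.3%). Chance pile-ups of background fragments may account for most of them. Of these peaks with a midpoint in a transcript, 18.9% (18.3 to 19.5) lay near a TSS, compared with 14.6% of random positions, a ratio of 1.29. That is within the bound of 1.5 set for chance, yet above 1 (random placement test, n = 18008 peaks, p = 2e-05, the smallest possible), so a minority above chance stays open. The TSS share cannot tell chance pile-ups from peaks spread over genes for other reasons, so the test does not decide between them. At the centers of these low peaks 35.7% of bases were repeat-masked in the reference, compared with 29.9% in flanks.

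The promoter share rose with pileup up to 10 to 12 fragments. Whether CpG-rich promoter sequence alone or gene activity accounts for this rise was not tested. The model with sequence terms asked only which genes had a promoter peak of any pileup, so it cannot decide this. For the presence of a promoter peak it cannot tell sequence and activity apart either, because it gave odds ratios above 1 for active and receptor genes alike. The odds ratio was 1.78 (1.08 to 2.92) for cytosolic ribosome genes, the broadly active list with the highest lower bound (adjusted p of 0.119 over 21 lists), and 1.57 (1.19 to 2.08) for all 248 broadly active genes as 1 set, compared with 3.49 without these terms. Olfactory and vomeronasal receptors, whose known role is in sensory neurons, had 1.72 (1.19 to 2.49). The bound set beforehand, an interval above 1 for a broadly active list, was met, but it was left open because of this value. The receptor value rests mostly on low peaks. Of 38 receptor genes with a promoter peak, 7 had one at an adjusted p under 0.05. The model was not refitted without low peaks, so whether a value above 1 marks active genes cannot be decided. That the peaks mark promoters of broadly active genes in general stays open, since no higher share of metabolic genes was detected (odds ratio 0.736 against other broadly active genes, 0.489 to 1.11), and open chromatin or a pull-down of histones was not tested.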

How the results depend on the processing

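The thresholds at an adjusted p of 0.05 and at 5 fragments were chosen after seeing the data, and the other alternatives before. The peaks lay near a TSS more often than random positions in all 12 alternatives, and promoter peaks were stronger than intron peaks in all 6 (78.8% to 86.9% of pairs, ties split equally). The promoter share itself was 48.1% in the stronger 16620 peaks and 84.1% in the strongest 10%. The odds ratio of lower against higher genes stayed short of the threshold in all 12 alternatives, with 1.01 in the window of 1000 bases as the only value above 1.

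The number of lists past the threshold, 15, was 6 with the strongest 10%, 8 at an adjusted p under 0.001, 6 at a -log10 p of at least 10, 9 with any peak of the gene, 6 against genes named in the table, and 0 with promoter sequence terms. The stricter thresholds leave fewer peaks and the named-gene background fewer genes. The sequence terms by construction take up differences in promoter CpG and GC content. For any peak the cause was not tested. Of the 5 candidates, the number with a promoter peak was 1 with the strongest 10%, 2 at an adjusted p under 0.01, 1 at 0.001, 1 at a -log10 p of at least 10 and 2 at 5 fragments. Over-represented k-mers at promoters numbered 1572 against shuffled sequence, which has the same GC content but also fewer controls (9552, not 19106) and fewer tested k-mers (29632, not 40064), so the drop has no single cause, and those outside promoters 6234 with longer centers, compared with 4149.

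Of the odds ratios per list, 234 kept side and direction, 62 lost the threshold and 19 turned. With sequence terms these were 1.72 for olfactory receptors, 1.74 for myeloid, 1.73 for liver and 0.756 for earlier targets. Earlier targets were also at 0.806 in the strongest 10%, 0.779 at an adjusted p under 0.05 and 0.792 at 5 fragments. T helper genes were at 0.806 and, at a -log10 p of at least 10, 0.473. Treg signature genes were at 0.916, 0.914, 0.912 and 0.978 (adjusted p under 0.01, -log10 p, any peak, 5 fragments). Neuronal genes were at 1.03 (stronger peaks), 1.05 and 1.57 (windows of 1000 and 5000), 2.33 (any peak), 1.22 (own assignment) and 1.19 (5 fragments). For all of these and for the longer centers the cause was not tested. No paired analysis was possible because each group had 1 library. Depth limits all peaks of few fragments.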

Other observations

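The gene families, repeat shares and high pileups here were looked at only after the results were seen. Among 141 gene families grouped by the stem of their symbols, 34 had promoter peaks more often than other genes and 33 less often (two-sided Fisher exact test, Benjamini-Hochberg adjusted). Promoter peaks were listed for 37 of 46 Map genes (odds ratio 6.76, Fisher exact adjusted p = 1.65e-07), 45 of 69 Rab genes of vesicle transport (odds ratio 3.08, adjusted p = 7.62e-05) and 29 of 42 Ube genes of ubiquitin transfer (odds ratio 3.66, adjusted p = 0.000419). Families with few were Cyp genes (8 of 100), Defb defensins (1 of 42) and Klk kallikreins (0 of 26). With promoter CpG and GC terms, 0 of the 129 families that could be fitted passed the threshold (statsmodels), and 7 had an unadjusted p under 0.05.

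Many of the highest pileups lay close together. Of the 21 peaks with at least 100 fragments, 10 lay on chromosome 9 before position 3100000, such as Gm10722 with 540 fragments at only 1.49-fold. Rn18s-rs5, a ribosomal RNA copy, held 285 fragments at 4.99-fold. Outside promoters, 38.2% of bases at peak centers were repeat-masked in the reference, compared with 31.6% in flanks, and at promoters 6.81% compared with 10.997%. The 8-mer GTAGACCA, which also occurs in B1 short interspersed repeats, was found in 2.49% of centers outside promoters and 1.16% of flanks (odds ratio 2.17, 1.93 to 2.44, Fisher exact adjusted p = 5.97e-35). In shuffled centers, where repeats are broken up, it was found in 0.211%.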
